A study of Mus musculus with 12 samples. Its data were reported in "shRNAs targeting mouse Adam10 diminish cell response to proinflammatory stimuli independently of Adam10 silencing" (2022).

How the data were processed

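RNA was measured in MC38CEA cells, a mouse colon adenocarcinoma line that expresses carcinoembryonic antigen. The cells had been edited with CRISPR/Cas9 and guide RNAs against *Adam17* (*Adam17*-KD), or with a guide RNA against EGFP as control. Cells of each kind were left unstimulated or received IL1β and IFNγ, each at 10 ng/ml, for 6 h. These 4 groups had 3 biological replicates each, 12 libraries in all. It is not stated whether the replicates are separate editing experiments or repeated cultures of 1 edited population. In the latter case the p-values of the knockdown contrasts cover the spread between cultures and not that between editing experiments. Per the labels, libraries were made from poly(A)+ RNA with an Ion Total RNA-Seq kit and the genome build was mm10. The aligner, the counting tool and the gene annotation are not given in the labels or the study's methods, and neither is the treatment of reads that map to more than 1 gene. Members of near-identical gene families (guanylate-binding proteins, Tgtp, Irgm, Serpina3, Trim30, Phf11, Apol and H2 genes) are therefore uncertain as single genes.

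The deposited table of counts holds whole numbers of reads per gene and library, which the authors did not normalise. It names 43269 genes, apart from 1 line that repeats the sample names. A spreadsheet had turned 2 gene names into dates, and those lines, with 0.00808% of the counts, were left out. The authors also deposited a comparison of control with *Adam17*-KD cells for each condition. Those tables give the mean signal (counts divided by size factors), the log2 fold change of control over *Adam17*-KD, the same change as a ratio, a score (the log2 fold change over its standard error), and a p-value with its adjusted form, all as deposited by the authors. Their columns carry the names DESeq2 uses, and the version and settings are not given. The deposited log2 fold changes look shrunken towards 0. The deposited log2 fold changes were compared with those computed here after their sign was turned.

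Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the 4 groups, which left 14673 genes, and libraries were scaled by the trimmed mean of M values (TMM). A quasi-likelihood model with a mean per group (8 residual degrees of freedom) was fitted to all 12 libraries, and contrasts were tested with quasi-likelihood F-tests. The contrasts were the knockdown effect without and with cytokines, its average over both conditions, the cytokine response in control and in *Adam17*-KD cells, and the difference between those responses. All p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. Unless another method is named, every adjusted p of a gene comes from this edgeR test. Levels are CPM as edgeR defines it (each count over the TMM-scaled total of its library), as mean ± SD over n = 3 libraries, and log2 fold changes are given ± SE.

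Named genes followed a fixed rule. The genes the study followed by RT-qPCR, with Adam10 and reference genes, were reported in every contrast. Per contrast, the 10 largest called rises and the 10 largest called falls were taken among genes with a mean of at least 20 counts whose groups did not overlap in CPM. The overlap condition was not used for the averaged effect. Predicted genes were counted but not named, and some other genes that met the rule are not reported here. For each gene list, up to 4 members with the smallest adjusted p were open to be named. There were 24 lists, of pathways, gene families and markers of cell types, written from general knowledge. Of their 866 genes, 859 had a line in the count table. A list of the genes the study measured by RT-qPCR was described but not tested, since the study chose it. The other 23 lists, each with at least 5 genes tested, were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a contrast. The sample groups, contrasts, test, lists, rule for named genes and the other settings listed next were chosen before the data were examined.

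The other settings were a replicate block, DESeq2 1.42.0, limma-voom, RLE scaling, no filter, a filter at a mean of 50 counts, a fit to only the groups compared, glmTreat against a fold of 1.5, an estimated inter-gene correlation, fry, and leaving out each library in turn. A model with each library's score on the main axis of deviations from the group means was added after the data had been seen. The axis was built from these deviations over the 13316 genes called in no contrast. A composition that differs only between groups may therefore not lie on it. That score was derived from the same deviations that it removes, so its p-values are too small. The labels number the biological replicates. Replicates with the same number were taken as paired when their deviations from the group means correlated above 0.1 across genes for all 3 pairs of a contrast. That held for the unstimulated knockdown contrast (0.22 to 0.46) and the cytokine response in control cells (0.13 to 0.49). It did not hold for the stimulated knockdown contrast (-0.25 to 0.45) or the response in *Adam17*-KD cells (-0.17 to 0.30).

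Total counts per library were 13156871 to 25443307, so that 3 reads corresponded to 0.114 to 0.233 CPM. A fold against a group with 0 counts is given as a lower bound, computed against 3 counts over the group. With 1 to 3 counts, the ratio of counts has an exact (Clopper-Pearson) 95% interval, and these bounds and intervals cover counting error only. Replicates differed by far more than counting error, with a chi-square per degree of freedom of 16.4 to 70.8 between any 2 replicates. The scripts were tested on simulated counts with 200 changed genes. For the unstimulated knockdown contrast (14508 genes fitted), 10.4% of genes changed by 1.5-fold, 67.2% of those changed by 2-fold and 84.8% of those changed by 4-fold were recovered, with 7 false calls. For the difference between the cytokine responses (14498 genes fitted) the shares were 1.49%, 14.9% and 62.1%, with 4 false calls. Gene positions were taken from the GENCODE mouse release 21 annotation of the same build.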

Results

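Poly(A)+ RNA was sequenced from control and *Adam17*-KD MC38CEA cells, either unstimulated or after 6 h with IL1β plus IFNγ, with 3 libraries in each of the 4 groups. Total counts of the unstimulated control libraries (replicates 1, 2 and 3) were 25443307, 18535667 and 23143055. Those of unstimulated *Adam17*-KD cells were 17031942, 17125725 and 22127761. Stimulated control cells gave 18382624, 13156871 and 22366424 counts, and stimulated *Adam17*-KD cells gave 19549497, 17451380 and 13201129. The first principal component held 51.6% of the variance and the next 17.0%. Libraries also differed within groups in the nuclear noncoding RNA Malat1, from 261 CPM in stimulated control replicate 3 to 1500 CPM in stimulated control replicate 2. Malat1 itself did not pass the test in any of the contrasts. Lists of epithelial markers, the lineage of this line, and of leukocyte markers had 8 and 5 genes with enough counts to be tested.

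*Adam17*, which encodes the metalloproteinase that sheds many cell surface proteins, was lower in every *Adam17*-KD library than in any control library. Its gene lies on chromosome 12 at 21323509 to 21373632 on the minus strand of mm10. It stood at 87.7 ± 9.41 CPM in unstimulated control cells and 52.2 ± 4.39 CPM in unstimulated *Adam17*-KD cells (SD, n = 3). With cytokines it stood at 105 ± 9.76 and 59.8 ± 2.63 CPM (SD, n = 3). The log2 fold change was -0.75 ± 0.12 without cytokines (adjusted p = 0.0136) and -0.81 ± 0.12 with them (adjusted p = 0.0327), which left 0.595 and 0.569 times the control level. Averaged over both conditions it was -0.78 ± 0.08 (adjusted p = 0.00103), a call that held whichever library was left out. The study proposes that *Adam17* RNA measured in edited clones may include transcripts with insertions or deletions that are not yet degraded. These RNA levels therefore do not measure how much functional ADAM17 was left. Adam10, the related protease on chromosome 9 (70678997 to 70780229, plus strand), stood at 29.8 and 30.9 CPM without cytokines and at 27.6 and 29.2 CPM with them, with no call in any of the contrasts. The reference genes Eef2 and Polr2b were not called in any contrast either, at log2 fold changes of -0.25 to 0.15. The response of *Adam17* itself to the cytokines was 0.26 in control and 0.19 in *Adam17*-KD cells, without a call for either or for their difference (-0.07). The unstimulated call of *Adam17* ended without control replicate 2 or 3 or without any of the 3 *Adam17*-KD libraries (adjusted p = 0.0662 to 0.0942, log2 -0.69 to -0.80). The stimulated call ended without any library but replicate 1 of either control group (highest adjusted p = 0.231, log2 -0.77 to -0.85), and with RLE scaling (adjusted p = 0.0510).

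The study asked how silencing of *Adam17* and *Adam10* affects the response of cells to inflammatory stimuli. It followed *Nos2* in edited cells and in cells with shRNAs, but *Ccl2* and *Ccl7* only in cells with shRNAs. *Nos2* (chromosome 11, 78920787 to 78960254, plus strand) encodes inducible nitric oxide synthase. It was close to absent without cytokines, at 0.231 ± 0.126 CPM in control and 0.166 ± 0.108 CPM in *Adam17*-KD cells (SD, n = 3). With cytokines it reached 442 ± 110 and 719 ± 186 CPM (SD, n = 3), a log2 difference of 0.70 ± 0.23 that did not pass the test (adjusted p = 0.633). The unstimulated difference (-0.39) was not called either, and it turned positive without control replicate 2 (0.04) or *Adam17*-KD replicate 1 (0.01). The averaged effect on *Nos2* was 0.16 (adjusted p = 0.933). *Ccl2* and *Ccl7* are neighbours on chromosome 11 (82035571 to 82037453 and 82045712 to 82047525, plus strand) and encode chemokines that attract monocytes. *Ccl7* was 3.19 times higher in stimulated *Adam17*-KD cells, at 41.2 ± 4.04 against 12.9 ± 2.18 CPM (SD, n = 3; adjusted p = 0.0149). Without cytokines its log2 difference of 0.92 was not called (adjusted p = 0.272). *Ccl2* stood at 18.8 against 7.74 CPM without cytokines and at 586 against 280 CPM with them, and neither difference was called (log2 1.26, adjusted p = 0.185, and log2 1.06, adjusted p = 0.484). Averaged over both conditions, *Ccl2* (1.16 ± 0.23, adjusted p = 0.0236) and *Ccl7* (1.30 ± 0.17, adjusted p = 0.00326) were higher in *Adam17*-KD cells. The stimulated call of *Ccl7* ended without stimulated control replicate 3 (adjusted p = 0.109) or without stimulated *Adam17*-KD replicate 1 (adjusted p = 0.0645) or 2 (adjusted p = 0.0976).

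**Figure D1:**
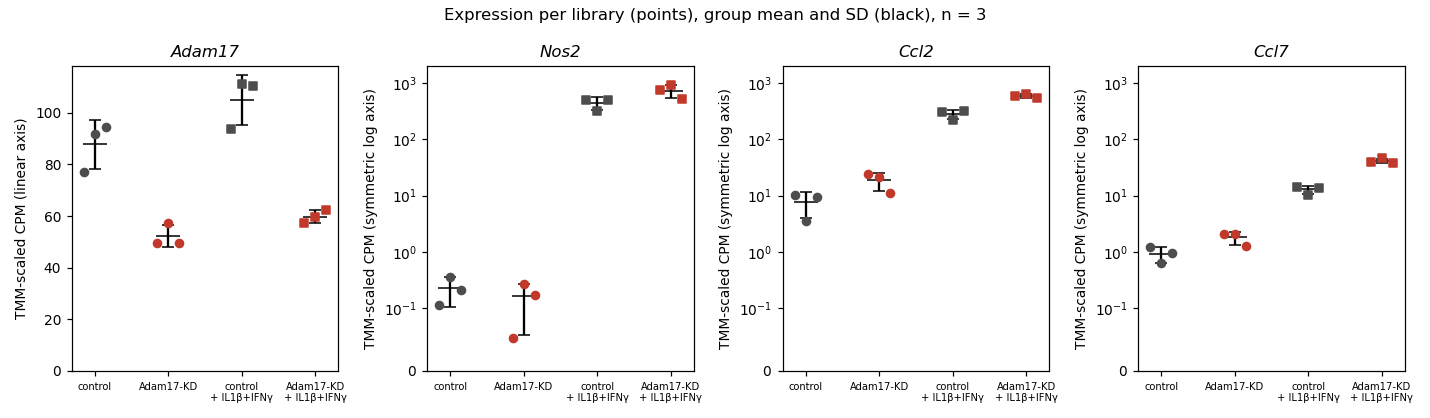
Levels of *Adam17* (linear axis) and of *Nos2*, *Ccl2* and *Ccl7* (symmetric log axis, linear near 0) in TMM-scaled CPM for each of the 12 libraries by group, with the group mean and SD in black (n = 3). *Adam17* stood at 87.7 and 105 CPM in the control groups and at 52.2 and 59.8 CPM in the *Adam17*-KD groups.

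Unstimulated *Adam17*-KD and control cells were compared to see what the edited population expressed before any cytokine. *Adam17*-KD cells had higher levels of many interferon-inducible genes. Among the largest rises were Iigp1, an interferon-induced GTPase of defence against intracellular pathogens (log2 2.13 ± 0.24, adjusted p = 0.00684), Gbp6, a guanylate-binding protein (1.97), Mx1, an antiviral GTPase (1.94), Oas2, an oligoadenylate synthetase (1.75), Uba7, the enzyme that activates the ubiquitin-like protein ISG15 (1.79), and Phf11b (1.75). Genes of other kinds rose as well, namely Dhrs3, a retinal reductase (2.17), Wisp2, a matricellular protein (2.08), and Sned1, an extracellular matrix protein (1.96). Called falls included U90926 (-1.73), Areg (-1.51), Rpa3, a subunit of replication protein A (-0.99), Ier3, an immediate early gene (-0.81), and *Adam17*. Areg encodes amphiregulin, a ligand of the epidermal growth factor receptor that ADAM17 sheds, and fell from 18.4 ± 4.57 to 6.43 ± 1.52 CPM (SD, n = 3).

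In the list of type I interferon-stimulated genes, 18 of 55 measured members rose, none fell and the others did not pass (adjusted over the list alone, 43 rose and 1 fell). The list's median log2 fold change was 0.77, and examples are Sp100 (1.29), Zbp1 (1.54), a sensor of nucleic acids, and Ifit3 (1.60). The adjusted p of the list was 2.28e-66 with the preset correlation and 0.000878 with an estimated correlation. In the IFNγ response list 15 of 62 members rose (adjusted over the list alone, 36 rose and 1 fell), with a median of 0.64 and examples in Tgtp2 (1.08), Irgm2 (1.20) and Gbp2 (1.10). Its adjusted p was 8.96e-47, or 0.00434 with an estimated correlation. MHC class I antigen presentation was higher as a list (median 0.37, adjusted p = 1.58e-16, and 0.000878 with an estimated correlation). Of its 29 members 2 rose, H2-T10 (1.05) and Erap1, a peptidase that trims antigenic peptides (0.62), and 14 rose when adjusted over the list alone. The 6 genes in both interferon lists count in each. Ifit1 and Oas1b are interferon-stimulated genes that the study followed as well, in cells with shRNAs. Without cytokines Ifit1 stood at 56.4 ± 6.63 CPM in control and 82.5 ± 3.41 CPM in *Adam17*-KD cells (SD, n = 3), and Oas1b at 9.69 ± 0.916 and 13.8 ± 1.98 CPM (SD, n = 3). Neither difference was called (log2 0.55, adjusted p = 0.194, and log2 0.51, adjusted p = 0.647), nor were those with cytokines (0.01 and 0.27) or in the average (0.28 and 0.39).

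Other lists were called with the preset correlation but not with an estimated one. Extracellular matrix and adhesion genes were higher (2 of 45 rose, 4 up and 1 down when adjusted over the list alone), with Col1a2 (0.77) and Col6a1 (0.99), both collagen chains (adjusted p = 0.362 with an estimated correlation). Fibroblast and endothelial markers were higher (1 of 8 rose, Col1a2, and 4 when adjusted over the list alone, and adjusted p = 0.0767 with an estimated correlation). Chemokines and cytokines were higher (0 of 32 called, 6 up and 2 down when adjusted over the list alone, and adjusted p = 0.134 with an estimated correlation), and so was cholesterol biosynthesis (0 of 24 called by either adjustment; adjusted p = 0.576 with an estimated correlation). The EGFR-ERK feedback and immediate early list was lower (1 of 39 fell, Ier3, with 3 down and 1 up when adjusted over the list alone, and adjusted p = 0.295 with an estimated correlation). Cytosolic ribosomal proteins (median -0.32, 0 of 35 called by either adjustment, adjusted p = 0.295 with an estimated correlation) and the unfolded protein and integrated stress response (median -0.17, 0 of 33 called by either adjustment, adjusted p = 0.0666 with an estimated correlation) were lower. The preset call of the chemokine list ended without control replicate 2 (adjusted p = 0.192) and with a replicate block (adjusted p = 0.0503). The cholesterol call ended without that library or *Adam17*-KD replicate 1 or 3 (highest adjusted p = 0.337), and the EGFR-ERK call without control replicate 3 (adjusted p = 0.130).

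In all, 69 of 14673 genes were called without cytokines, 63 higher and 6 lower in *Adam17*-KD cells, 42 and 2 of them by at least 2-fold. With the replicate block, which the pairing of the replicates calls for, there were 130 (111 higher and 19 lower), including all 69. The count was 20, 14 and 17 without control replicate 1, 2 or 3, was 33 and 10 without *Adam17*-KD replicate 1 or 2, and was 126 without stimulated control replicate 2. Of the genes named above as the largest changes, Iigp1 and Mx1 kept their call whichever library was left out, and the others lost it without *Adam17*-KD replicate 2.

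In stimulated cells, where 676 genes had an unadjusted p under 0.05 against 734 by chance, 5 genes differed between *Adam17*-KD and control cells. Those higher in *Adam17*-KD cells included Cp, which encodes the copper-carrying ferroxidase ceruloplasmin (log2 1.86 ± 0.21, from 5.88 to 21.4 CPM, adjusted p = 0.0109), *Ccl7* (1.67 ± 0.21) and Ogn, the small proteoglycan osteoglycin (1.34 ± 0.20, 58.2 CPM in *Adam17*-KD cells). *Adam17* was the gene that fell. None of the 111 genes in either interferon list was called by edgeR here, although 99 had a positive log2 fold change, with a median of 0.25.

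Among the lists, MHC class I antigen presentation was higher with cytokines (median 0.32, 0 of 29 called by either adjustment, adjusted p = 0.00500 with an estimated correlation), and so were chemokines and cytokines (1 of 32 rose, *Ccl7*, and 5 when adjusted over the list alone, and adjusted p = 0.0152 with an estimated correlation). Further lists were higher with the preset correlation alone. They were the IFNγ response (0 of 62 called, 8 up when adjusted over the list alone, and adjusted p = 0.0539 with an estimated correlation), type I interferon-stimulated genes (0 of 55 called, 6 up when adjusted over the list alone, and adjusted p = 0.0705 with an estimated correlation) and MHC class II antigen presentation (0 of 11 called, 6 up when adjusted over the list alone, and adjusted p = 0.0539 with an estimated correlation). In the class II list H2-Aa stood at 5.90 against 0.962 CPM (log2 2.62, adjusted p = 0.117). NF-κB targets were also higher (0 of 39 called, 4 up and 1 down when adjusted over the list alone, and adjusted p = 0.0729 with an estimated correlation). There, the complement gene C3 had a log2 fold change of 2.11 (adjusted p = 0.117). Fibroblast and endothelial markers (0 of 8 called, 2 up when adjusted over the list alone, and adjusted p = 0.0709 with an estimated correlation) and cholesterol biosynthesis (0 of 24 called, and adjusted p = 0.287 with an estimated correlation) completed the lists that were higher. The lists called lower lost their call with an estimated correlation, namely ribosomal proteins (adjusted p = 0.594), the cell cycle (adjusted p = 0.577), replication-dependent histones (adjusted p = 0.430) and the unfolded protein and integrated stress response (adjusted p = 0.287). No gene of these 4 lists was called, and over the list alone 1 histone gene fell. Preset calls also ended on leaving out stimulated libraries, for the cell cycle *Adam17*-KD replicate 2 or control replicate 1 or 3 (highest adjusted p = 0.757), for ribosomal proteins *Adam17*-KD replicate 3 or control replicate 1 or 3 (0.346), and for histones *Adam17*-KD replicate 2 or 3 or control replicate 1 or 3 (0.338). The same held for the stress response without *Adam17*-KD replicate 1 or 2, any stimulated control library or unstimulated control replicate 1 (highest adjusted p = 0.197), for cholesterol biosynthesis without *Adam17*-KD replicate 1 or control replicate 2 (0.235), and for NF-κB targets without *Adam17*-KD replicate 2 (0.0711).

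The 5 calls were 0 without stimulated control replicate 3, stimulated *Adam17*-KD replicate 1 or stimulated *Adam17*-KD replicate 2, and 3 without stimulated control replicate 2, unstimulated control replicate 3 or any unstimulated *Adam17*-KD library. The replicate block gave 11, DESeq2 66, no filter 98 and the fit to only these groups 3.

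The knockdown effects of the separate conditions share no library, but control replicates with the same number deviated together across conditions. Across the 14673 genes their log2 fold changes correlated with r = 0.457 and rho = 0.424 (genes are not independent replicates). On log2 CPM their covariance was 0.0429, of which deviations shared by libraries with the same number would add an estimated 0.00326 (0.0165 from the control libraries alone). Of the 63 genes higher without cytokines, 62 had a positive change with them. Ogn and Cp were among 3 genes called higher in both conditions, where independent lists would share 0.0172 genes (a value that leaves the shared deviations out), and *Adam17* was called lower in both. The correlation was 0.340 to 0.401 without stimulated *Adam17*-KD replicate 2, stimulated control replicate 1 or 3, unstimulated control replicate 2 or unstimulated *Adam17*-KD replicate 1, and 0.596 with genes of at least 50 counts on average.

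**Figure D2:**
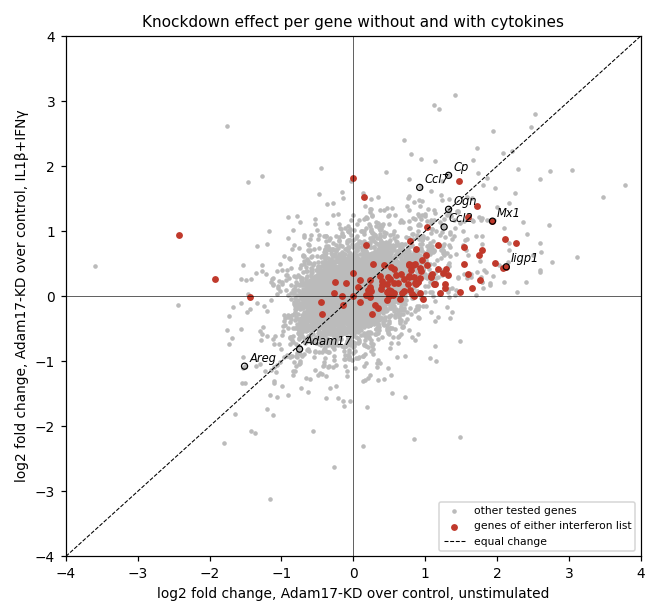
Log2 fold change of *Adam17*-KD over control for each of 14673 tested genes without cytokines (x axis) and with IL1β and IFNγ (y axis), with genes of either interferon list in red and equal change as a dashed line. Axes end at 4, 1 gene lies outside them, and the interferon-list genes have a median of 0.76 on the x axis and 0.25 on the y axis.

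Averaged over both conditions, 182 genes differed, 155 higher and 27 lower in *Adam17*-KD cells. Among the largest rises were Aspn (log2 2.67 ± 0.43, 2.50 against 0.412 CPM without cytokines), Omd (1.88), Mgp, matrix Gla protein (2.12), Spon2 (2.54) and Wisp2 (2.14), none of which is in the matrix list that was tested. Others were Apod, apolipoprotein D (2.22), the cytokine gene Il16 (2.00), the interferon-inducible AW112010 (2.49) and Ly6c1, a surface protein (1.69). Among the falls were the matrix glycoprotein gene Tnc (-1.73), Areg (-1.30 ± 0.17), Dusp5, a phosphatase of ERK (-0.88), Cyp26b1, which degrades retinoic acid (-1.47), Ptgs1, a cyclooxygenase (-1.21), Acsbg1 (-1.75), Dynap (-1.42), U90926 (-1.23) and Dpysl3 (-0.70).

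Of the 45 matrix and adhesion genes 3 rose, all collagen chains (Col1a2 0.76, Col6a1 0.78 and Col6a2 0.75), and Tnc fell. Adjusted over the list alone 6 rose and 1 fell, and the list's adjusted p was 0.377 with an estimated correlation. Of the 8 fibroblast and endothelial markers Col1a2 and Pdgfra (0.64) rose, and 5 rose when adjusted over the list alone (adjusted p = 0.0432 with an estimated correlation). Col1a1, the abundant partner chain of Col1a2 in fibroblasts, stood at 2.91 CPM in control and 2.49 CPM in *Adam17*-KD cells without cytokines, when Col1a2 stood at 137 and 234 CPM and Col3a1 at 324 and 662 CPM. Type I interferon-stimulated genes (21 of 55 rose, 42 when adjusted over the list alone, and adjusted p = 0.00259 with an estimated correlation), the IFNγ response (18 of 62 rose, 41 up and 1 down when adjusted over the list alone, and adjusted p = 0.00849 with an estimated correlation) and MHC class I presentation (5 of 29 rose, 18 when adjusted over the list alone, and adjusted p = 0.000974 with an estimated correlation) were higher. Among chemokines and cytokines 4 of 32 rose (*Ccl7*, *Ccl2*, Il16 and Il34), with 11 up and 2 down when adjusted over the list alone (adjusted p = 0.0357 with an estimated correlation). Of 40 measured ADAM17 substrates Areg, Ereg (-0.65), another ligand of the epidermal growth factor receptor, and Procr (-0.40) fell and Vcam1, an adhesion molecule (0.68), and Il6ra, an interleukin receptor chain (0.85), rose, without a call for the list (adjusted p = 0.653; adjusted over the list alone, 5 up and 4 down). In the EGFR-ERK list Ier3 (-0.65) and Dusp5 fell and none rose (4 down and 1 up when adjusted over the list alone, and adjusted p = 0.334 with an estimated correlation). NF-κB targets were higher with the preset correlation, with Vcam1 and Nfkbie (0.47) up and Ier3 and Ptgs2 (-0.55) down of 39 (4 up and 3 down when adjusted over the list alone, and adjusted p = 0.210 with an estimated correlation). So was cholesterol biosynthesis (0 of 24 called, and adjusted p = 0.353 with an estimated correlation), while ribosomal proteins (0 of 35 called, and adjusted p = 0.353) and the stress response (0 of 33 called, 1 down when adjusted over the list alone, and adjusted p = 0.0750) were lower with the preset correlation and not with an estimated one.

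The averaged count rose to 302 with the replicate block and was 105 and 85 without unstimulated control replicate 1 or 2, 114 and 69 without unstimulated *Adam17*-KD replicate 1 or 2, 100 and 112 without stimulated control replicate 1 or 3, and 121 and 77 without stimulated *Adam17*-KD replicate 1 or 2. Leaving out 1 library ended the call of 7 of the genes named, namely Spon2, AW112010, Omd, Acsbg1, Cyp26b1, Dynap and Dusp5, most of them (6) without unstimulated or stimulated *Adam17*-KD replicate 2, and the preset calls of the matrix list (without stimulated control replicate 2, adjusted p = 0.108) and of NF-κB targets (without stimulated *Adam17*-KD replicate 2, adjusted p = 0.0893) ended too.

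Stimulated and unstimulated control cells were compared to describe the cytokine response. Serpina3f, a protease inhibitor, had 0 counts without cytokines and was at least 3764-fold higher with them, at 161 ± 23.2 CPM (SD, n = 3). Cxcl9, a chemokine for activated T cells, went from 0.0300 to 278 CPM (a ratio of counts of 9504, 95% interval 2631 to 78488), and Apol6 from 0.0253 to 68.2 CPM (a ratio of counts of 2349, 95% interval 650 to 19403). *Nos2* rose by a log2 fold change of 10.93 ± 0.39, Gbp4 by 10.24, Serpina3g by 9.17 and the transcription factor Batf2 by 8.76. Ubd, a ubiquitin-like modifier, and Serpina3i rose at least 235-fold and 95.6-fold from 0 counts, and Trim30c had a ratio of counts of 698 (95% interval 193 to 5767). *Ccl2* (5.16), *Ccl7* (3.76) and Oas1b (1.99) also rose. The largest falls were Fgf21, a stress-induced hormone (-3.67), Aqp5, a water channel (-2.97), Medag (-2.61), the homeobox gene Dlx3 (-2.06), Dusp1, a phosphatase of MAP kinases (-2.01), Dynap (-1.98), Lrrn4cl (-1.94), the sulfotransferase gene Chst1 (-1.67), the transcriptional repressor Bhlhe41 (-1.63) and Rgs2, a regulator of G protein signalling (-1.54).

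All 62 measured IFNγ response genes rose in control cells (62 when adjusted over the list alone), with a median of 3.70 (3.64 with the 2 genes at 0 counts set to their lower bound), including Tgtp2 (6.39) and Gbp2 (7.48). The list's adjusted p was 2.57e-06 with an estimated correlation. Of the type I interferon-stimulated genes 52 of 55 rose by either adjustment (median 2.60; Cmpk2 3.81, Ifit1 3.29). Of NF-κB targets 32 of 39 rose and 36 did when adjusted over the list alone (median 1.60; the transcription factor Irf1 5.04, the death receptor Fas 6.49, the NF-κB inhibitor Nfkbia 1.99). In MHC class I presentation 24 of 29 rose, 26 when adjusted over the list alone (the peptide transporter Tap1 3.99, the immunoproteasome subunit Psmb9 4.16). Chemokines and cytokines had 17 of 32 up and 3 down, or 19 and 3 when adjusted over the list alone (Cxcl10 4.14, Cxcl1 5.63). These 4 lists also kept their call with an estimated correlation (highest adjusted p = 9.60e-06). MHC class II genes (3 of 11 rose, Ciita, their transcriptional activator, by 5.88, H2-Aa and Cd74; 6 when adjusted over the list alone) had an adjusted p of 0.550 with an estimated correlation. Of 40 ADAM17 substrates 10 rose, among them Icam1 (6.98), Vcam1 (1.60), Csf1 (1.48) and Tnfrsf1a (1.32), and 3 fell (12 and 3 when adjusted over the list alone, and adjusted p = 0.210 with an estimated correlation). Lists without a call by camera held changes too, and fry called the ADAM protease and Notch lists (adjusted p = 0.0393 each). Of 27 ADAM proteases and regulators 5 rose and 0 fell (the convertase gene Furin 1.06), and of 14 Notch genes Notch1 rose (1.84) and its ligand gene Jag1 fell (-1.08). Of 34 hypoxia genes 1 rose, the hexokinase gene Hk2 (1.16), and 1 fell, and of 39 EGFR-ERK genes 6 rose (Junb 1.62) and 1 fell. Of the 45 matrix genes 3 rose (Tnc 1.85, Thbs1 1.30 and Col18a1 1.18) and Col1a2 fell (-1.01).

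In all, 999 genes were called in control cells, 844 higher and 155 lower, of which 585 and 56 by at least 2-fold, and 1215 with the replicate block. Without any 1 library the count stayed between 806 and 1077, Lrrn4cl lost its call without unstimulated control replicate 2 or stimulated control replicate 1 or 3, and the class II list lost its preset call without unstimulated control replicate 2 or stimulated control replicate 1 (highest adjusted p = 0.114).

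*Adam17*-KD cells responded to the cytokines with 1159 called genes, 934 higher and 225 lower, of which 609 and 83 by at least 2-fold. Serpina3f was at least 4105-fold higher than at 0 counts, *Nos2* rose by 12.03 ± 0.41 on the log2 scale, Cxcl9 by 11.49, Cxcl11 by 10.06, Gbp4 by 9.45 and Serpina3g by 9.22. The annotation types Cxcl11, a gene of the chemokine family, as a polymorphic pseudogene. Apol6 had a ratio of counts of 7208 (95% interval 1293 to 284758), and Ubd, Serpina3i and Gbp11 rose at least 381-fold, 198-fold and 106-fold from 0 counts. *Ccl2* (4.96), *Ccl7* (4.51) and Oas1b (1.75) rose. The largest falls were Aqp5 (-2.70), Dhrs3 (-2.55), Chst1 (-2.02), Sned1 (-1.97), Dlx3 (-1.96), Kif26b (-1.88), Medag (-1.84), Kirrel3 (-1.77), Lrrn4cl (-1.76) and Nol4 (-1.72).

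In *Adam17*-KD cells all 62 IFNγ response genes rose by either adjustment (median 3.37, which was also the median with 3 genes at their lower bound; adjusted p = 6.04e-06 with an estimated correlation). Type I interferon-stimulated genes had 53 of 55 up by either adjustment (median 1.99; Cmpk2 2.97, Ifit1 2.75), NF-κB targets 33 of 39 by either adjustment (Irf1 4.34, Sod2 2.44) and MHC class I presentation 25 of 29, or 26 when adjusted over the list alone (Tap1 3.55). Chemokines and cytokines had 18 of 32 up and 2 down, or 19 and 2 when adjusted over the list alone (Cxcl10 4.50). Their highest adjusted p with an estimated correlation was 1.98e-05. Of the MHC class II genes 7 of 11 rose by either adjustment, with Ciita at 7.25, H2-Aa at 7.99, H2-Ab1 at 5.70 and H2-Eb1 at 4.05 (adjusted p = 0.185 with an estimated correlation). Of the ADAM17 substrates 10 rose and 1 fell by either adjustment (adjusted p = 0.218 with an estimated correlation). Of the 8 fibroblast and endothelial markers, a list without a call, Col1a2 (-1.04), Pdgfra (-0.99) and Pdgfrb (-0.85) fell and 2 rose, among them Pdpn (0.59). Without any 1 library the count of called genes stayed between 853 and 1332. Kirrel3 lost its call without stimulated *Adam17*-KD replicate 1 or 2, and Lrrn4cl without stimulated *Adam17*-KD replicate 1 or 3 or unstimulated *Adam17*-KD replicate 2.

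The responses of the control and *Adam17*-KD cells correlated across the 14673 genes with r = 0.897 and rho = 0.640 (genes are not independent replicates). Both populations called 760 of the same genes higher and 100 lower, where independent lists would share 53.7 and 2.38. Those expected values leave out the deviations that unstimulated libraries with the same number share. Of the 1298 genes called in either, 99.8% had the same sign.

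**Figure D3:**
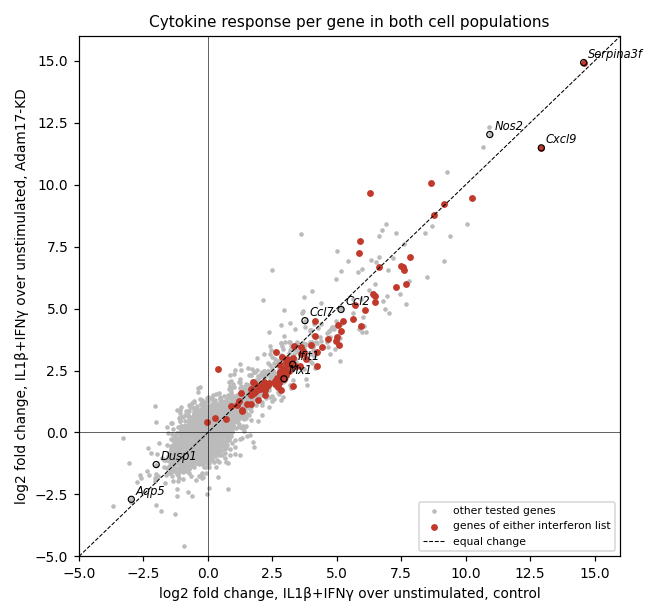
Log2 fold change of stimulated over unstimulated cells for each of 14673 tested genes in control (x axis) and *Adam17*-KD cells (y axis), with genes of either interferon list in red and equal change as a dashed line. The responses correlate with r = 0.897, and the interferon-list genes have medians of 2.95 on the x axis and 2.54 on the y axis.

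The difference between the responses was tested directly, to see whether *Adam17* knockdown altered inducibility. No gene was called by edgeR or limma-voom, while DESeq2 called 1 and edgeR without a filter 18. In the edgeR test 222 genes had an unadjusted p under 0.05, where chance would give 734. A count so far under chance means that these p-values are not evenly spread, and it does not show that the responses are alike. *Nos2* differed by 1.09 on the log2 scale, *Ccl7* by 0.75, *Ccl2* by -0.20, Ifit1 by -0.54 and Oas1b by -0.24, without a call. As lists, type I interferon-stimulated genes responded less in *Adam17*-KD cells (median -0.49, 48 of 55 members negative, adjusted p = 2.08e-39, and 0.00957 with an estimated correlation), and so did IFNγ response genes (median -0.34, 46 of 62 negative, adjusted p = 3.61e-25, and 0.0398 with an estimated correlation). Adjusted over the list alone, 12 and 13 of their members differed, all lower. Named members without a call are Iigp1 (-1.68), Irgm2 (-1.15), Ifit3 (-1.26) and Cmpk2 (-0.84). MHC class I presentation was lower (adjusted p = 0.00927, and 0.204 with an estimated correlation), and MHC class II presentation (adjusted p = 0.00206, and 0.473 with an estimated correlation) and ribosomal proteins (adjusted p = 5.31e-05, and 0.769 with an estimated correlation) were higher. None of these 5 lists was called by fry, the test of a list on its own (0.0713 for the type I list). The ribosomal call ended without unstimulated *Adam17*-KD replicate 1 or stimulated control replicate 2 (highest adjusted p = 0.486), the class II call without stimulated *Adam17*-KD replicate 2 (adjusted p = 0.102), and the class I call without unstimulated control replicate 2, stimulated control replicate 2 or stimulated *Adam17*-KD replicate 1 (highest adjusted p = 0.121).

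The deposited comparisons, with their sign turned to *Adam17*-KD over control, were set beside these tests. Without cytokines the deposited table held 211 genes at an adjusted p under 0.05, 183 higher and 28 lower in *Adam17*-KD cells, and 67 of the 69 genes called here were among them. With cytokines it held 42, 35 higher and 7 lower, including all 5 called here. The authors' deposited table called *Ccl2* higher in stimulated *Adam17*-KD cells (log2 0.76, adjusted p = 3.88e-05), which the test here did not. The authors' deposited table also called Ifit1 higher in unstimulated *Adam17*-KD cells (log2 0.48, adjusted p = 0.00952), again without a call here. Across shared genes the log2 fold changes correlated with r = 0.847 without and r = 0.819 with cytokines. The deposited changes lie nearer to 0 than those given here for all 211 and all 42 of the genes they call, and the largest was 1.34, for Iigp1. Their size is therefore not on the scale of the log2 fold changes given here.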

Values the study reported

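In clones derived from the CRISPR/Cas9-edited population, the study reported that *Adam17* mRNA was lower by 40–70% than the mean of control clones. In the same set of clones it reported *Nos2* transcript levels of 20–270% of the control mean, which did not correlate with *Adam17* levels. Those values were measured by RT-qPCR in individual clones. For the whole edited population, the study reported lower *Adam17* without a decrease of inducible nitric oxide synthase in expression or activity. It also compared RNA-seq of cells silenced by shRNAs and by CRISPR/Cas9, and reported no inflammation-related genes affected with both methods. The study ascribed the lower *Nos2* in cells with shRNAs presumably to off-target effects of the shRNAs and not to ADAM10 silencing. The study does not state whether the libraries described here came from the whole edited population or from clones.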

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

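The tests of carry-over, of a higher starting level and of admixed cells, and the model with a library score, were chosen only after the results they bear on had been seen, and how that score is read for the smaller response was changed after its values were seen. Direct tests of the difference between the cytokine responses, by camera with the preset correlation, called 5 gene lists. The adjusted p was 2.08e-39 for type I interferon-stimulated genes and 3.61e-25 for the IFNγ response, both with a smaller response in *Adam17*-KD cells. It was 0.00927 for MHC class I presentation, also smaller, and 0.00206 for MHC class II presentation and 5.31e-05 for ribosomal proteins, both larger, and these 3 lost their call with an estimated correlation (adjusted p = 0.204, 0.473 and 0.769). Both interferon lists kept their call with it, at far higher adjusted p values. None of the 5 lists was called by fry, and 64 of 100 splits of the libraries called at least 5 lists.

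Of the 63 genes higher in unstimulated *Adam17*-KD cells, 31 lie in the interferon lists, and 47 were also called higher by cytokines in control cells. Simulated data with the shared control libraries gave a mean of 12.6 and at most 18 in 20 simulations. Each gene was drawn independently there, so genes that move together are left out and the overlap that chance can reach may be understated. Carry-over of RNA or reads from stimulated libraries would need a median of 6.09% of the stimulated level (lower quartile 2.67%, lowest 0.505%). By contrast, 9 genes near 0 without cytokines and strongly induced by them held at most 0.414% in unstimulated *Adam17*-KD cells. Genes called in the unstimulated knockdown contrast had been left out of these 9, which were thus picked in part for not being raised. Carry-over that reaches all transcripts alike would still have raised them. That argues against it for the members that need far larger shares, and less so for those near the lowest. The RNA composition of the libraries, taken as the score, left the median of the 31 genes at 1.12 (lower quartile 0.886) against 1.19 without it. The mean score was -0.357 in unstimulated control and 0.155 in unstimulated *Adam17*-KD cells (SD 0.682 and 0.894). With group means that close, the score could take up little, so this model does not decide about composition. The axis was built within groups and without these called genes, so a composition that differs between the groups stays open. Also open are an effect of lower ADAM17 and a difference in the history of the separately edited cell populations, which may also carry interferon-type expression. No comparison in this design was run that parts them. Other clones, other guide RNAs or re-expression of ADAM17 would be the test.

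The smaller interferon-list response in *Adam17*-KD cells (median -0.41 over 111 genes) may follow from their higher starting level. The knockdown log2 fold change of these genes had a median of 0.76 without and 0.253 with cytokines, but the difference of the responses is the gap between those effects, so these values restate it and leave that explanation open. With the composition score the median was -0.394 (quartiles -0.666 and -0.116), and the part the score took up per gene had a median of -0.0251 (quartiles -0.0862 and 0.0199). Over all genes that part ran from -0.190 to 0.0861 between percentiles 5 and 95, well short of -0.41. The score could thus hardly have taken up a difference of this size. These values do not decide whether the axis, or a composition that differs between the groups, plays a part. Chance is not excluded, since 21 of 100 splits of the libraries gave a median as far from 0, the furthest other being -0.89, and 27 of the 80 that part the unstimulated pairs did. An altered inducibility by lower ADAM17 stays open, since the difference was tested but its cause was not.

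Of the matrix and stromal-type genes, Col1a2, Col6a1, Col6a2 and Pdgfra were called higher in *Adam17*-KD cells in the average of both conditions (median log2 fold change 0.75 over these 4, picked by their call), while the median over all 45 matrix genes was 0.03, Tnc fell (-1.73) and the list's adjusted p was 0.377 with an estimated correlation. A test that was run first asked whether fibroblast and endothelial markers rise together, and its values go with admixed stromal cells, since 6 of 8 markers were higher by over 2 SE, with a median of 0.61 and a lower quartile of 0.29. Col1a2 and Pdgfra are among those 6 and also among the 4 genes picked by their call, so they restate it in part, and Pdgfra counts again below. A later count over the other 10 fibroblast markers, which replaced a look at some of them picked after the first result, went both ways and leaves admixture open, since 4 rose by at least 5% of the rise of Col1a2 of 71.1 CPM (Col3a1 428%, Pdgfra 11.4%, Pdgfrb 9.81% and Dcn 7.64%), while Col1a1 and Pdpn fell and Lum, Thy1, Acta2 and Fap stayed at or under 0.110%. With the composition score the median of the 4 called genes was 0.79, so the score did not lower it. The mean scores of the groups lay close together, so this does not decide whether RNA composition plays a part. An effect of lower ADAM17 and a different mixture of cell states in the separately edited populations also stay open and untested.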

How the results depend on the processing

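The model with the library score was added after the data had been seen, and its p-values are too small by construction. The tally of named genes leaves out *Adam17*, *Nos2*, *Ccl2* and *Ccl7* in the knockdown contrasts of each condition and in the cytokine responses. Their changes are given separately. Of the calls of the other named genes and of the averaged effect, 1498 comparisons with an alternative kept direction and threshold. In 181 the threshold was lost, none with a turned direction, and for gene lists these counts were 843 and 92. Called genes numbered 69 without cytokines, 130 with the replicate block, 230 with DESeq2, 223 without a filter, 1 against a fold of 1.5 and 233 with the score. For stimulated cells the count of 5 became 11, 66, 98, 0 and 82 in that order, and 3 with only those groups fitted. For the averaged effect the count of 182 became 302, 424, 406, 10 and 586. The responses to cytokines changed against a fold of 1.5 (559 in control and 572 in *Adam17*-KD cells), where fewer genes can pass, and with the score (1616 and 1798). The difference between responses had 1 called gene with DESeq2 and 18 without a filter. With RLE scaling the stimulated knockdown calls were 4 higher and 0 lower. Called lists with an estimated correlation numbered 3 without and 2 with cytokines, 2 for the difference and 5 for the average, and with fry 5, 6, 0 and 7, and 11 for the response in control cells.

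*Adam17* with cytokines was -0.81 under RLE scaling and lost its call there (adjusted p = 0.0510). *Nos2* with cytokines was called without a filter (0.69) and with the score (0.74), *Ccl2* without cytokines under DESeq2 (1.31), without a filter (1.25) and with the score (1.31), and *Ccl2* with cytokines without a filter (1.05). The correlations became 0.596 for the knockdown effects and 0.948 for the responses with genes of at least 50 counts. Apart from the fold of 1.5, the cause of these changes was not tested.

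Leaving out 1 library at a time gave 10 to 126 called genes without cytokines, 0 to 6 with them and 69 to 234 for the average, and 4 to 8 lists for the difference. *Adam17* ranged from -0.83 to -0.69 without and from -0.89 to -0.77 with cytokines, *Ccl7* with cytokines from 1.54 to 1.76, and *Nos2* without cytokines from -0.82 to 0.04, turning positive without control replicate 2 (0.0385) or *Adam17*-KD replicate 1 (0.00667). The correlation ranged from 0.340 to 0.476 for the knockdown effects and from 0.846 to 0.901 for the responses. Depth limits *Nos2* without cytokines, where its level is near that of 3 reads.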

Other observations

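The test of an interferon median for the averaged effect and the splits that part the unstimulated pairs were chosen after the results were seen, while the other counts of splits were planned. Of the lists fixed beforehand, 8 had no call by camera in any contrast, namely ADAM proteases and regulators, epithelial markers, hypoxia and glycolysis, macrophage and leukocyte markers, mitochondrially encoded genes, the Notch pathway, NRF2 targets and p53 targets. By fry, which tests a list on its own, p53 targets (adjusted p = 0.00481) and the ADAM protease, epithelial and Notch lists (adjusted p = 0.0393 each) were called for the response in control cells, and p53 targets (0.00395) and the Notch list (0.0158) for that in *Adam17*-KD cells. Members of these lists changed with cytokines in control cells. Of 21 NRF2 targets 3 rose and 1 fell, of 8 epithelial markers 2 rose and 1 fell, of 27 ADAM proteases and regulators 5 rose and 0 fell, of 34 hypoxia genes 1 rose and 1 fell, and of 38 p53 targets 4 rose and 2 fell. In *Adam17*-KD cells the same lists had 2 and 0, 2 and 0, 6 and 1, 3 and 1, and 5 and 0. Gclm, a subunit of the enzyme that starts glutathione synthesis, rose in control cells (log2 1.22). The mucin gene Muc1 (3.83) and the membrane protease gene St14 (3.17) rose, and Krt80, a keratin, fell (-1.49). The protease genes Adam8 (1.63) and Adamts1 (0.79) rose, and Ddit4, a stress-induced inhibitor of mTOR, fell (-1.27). In *Adam17*-KD cells Gclm (1.20), St14 (4.40), Adam8 (1.35) and Adamts1 (0.68) rose and Ddit4 (-1.06) fell as well. In the cell cycle list, Ccne1, a cyclin, rose with cytokines (1.14 in control and 0.97 in *Adam17*-KD cells) and Cdc25b, a mitotic phosphatase, fell (-0.43 and -0.64).

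Other splits of the same libraries were counted for each test. The 10 splits of 6 libraries are too few for a share under 0.05. The real split called 69 genes without cytokines, 999 in control and 1159 in *Adam17*-KD cells for the cytokine response, and the highest other split called 0 in each case. For the paired contrasts (69 and 999 genes) the splits that part all 3 pairs number 4, with 0 as the highest other, and the other 6 part 1 pair. In stimulated cells the real split called 5 genes and another split 50, which points to a structure among those libraries apart from the knockdown. For gene lists with the preset correlation the real and highest other counts were 10 and 11 without cytokines, 12 and 8 with them, and 7 and 12 for either cytokine response. Of 200 possible splits by genotype within each condition 100 were drawn. For the difference between responses the real count was 0 genes, which any of the 100 splits reaches, so that count tests nothing (highest other 1021). At least 5 lists were called in 64 of the 100 (highest other 13), so chance is not excluded for the count of lists. For the averaged effect 3 of 100 gave at least 182 genes, the real one included, a share under 0.05 that argues against a chance split of these libraries. In the same splits 7 of 100 gave at least 11 lists (highest other 12), so that chance is not excluded for the count of lists. Those splits were drawn without regard to the pairing of the unstimulated replicates. Of the 80 splits that part all 3 unstimulated pairs, 2 gave at least 182 genes, the real one included (highest other 427), and with the replicate block 1 gave at least 302 (highest other 266). Those shares are under 0.05 too. Such splits only relabel libraries, so they cannot speak to chance differences between edited populations.

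The split with 2904 genes for the averaged effect points to a structure of the samples. It set unstimulated control replicates 1 and 3, unstimulated *Adam17*-KD replicate 3, stimulated control replicates 1 and 3 and stimulated *Adam17*-KD replicate 1, with Malat1 at 261 to 609 CPM, against the other 6 libraries, at 471 to 1500 CPM. The median of the interferon-list genes in the averaged effect was 0.49, and none of the other 99 splits gave a median as far from 0 (furthest other 0.44). The same held for the other 79 of the splits that part the unstimulated pairs (furthest other 0.47).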
